A study of Homo sapiens with 12 samples. Its data were reported in "Proteomic profiling reveals CEACAM6 function in driving gallbladder cancer aggressiveness through integrin receptor, PRKCD and AKT/ERK signaling" (2024).

How the data were processed

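The data were RNA-seq profiles of SNU308, a human gallbladder cancer cell line, from 12 samples in 3 groups of 4 replicates. Per the labels, cells were transfected with a non-targeting control siRNA (NTC) or with 1 of 2 siRNAs against CEACAM6 (siCEACAM6#2 and siCEACAM6#3) at 25 nM and were profiled at day 3. The labels name Oligofectamine as the transfection reagent, while the study's methods name RNAiMAX for every siRNA knockdown. Messenger RNA was enriched with oligo dT and sequenced on a DNBSEQ instrument. The labels describe strand-specific paired-end reads of 100 bases and the study's methods describe single-end reads of 50 bases. The gene values alone do not settle which is right.

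According to the study's methods, the authors trimmed the reads with trim_galore 0.6.4 and quantified them with kallisto 0.46.1 against the GENCODE transcripts of GRCh38.p13. The GENCODE release and the way in which transcripts were summed to genes are not stated. The authors deposited estimated counts per gene, not scaled to depth, 1 file per sample. In these deposited estimated counts, 69.3% of the values above 0 were not whole numbers. The authors also deposited TPM (transcript abundance scaled for length and depth) per gene, which summed to between 999794 and 999818 in each sample. Kallisto divides reads that fit several transcripts among them by estimation, so the values of genes with near-identical copies, such as members of the CEACAM family and pseudogenes, are uncertain.

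Each file held 60617 genes by Ensembl identifier. Of these identifiers, 60357 (99.6%) matched a gene in the table of names, and the unmatched ones held 0.0631% of the counts. Coordinates, transcript sequences, GC content and 3' UTRs came from GENCODE release 44 on GRCh38. The total count per sample ran from 21799476 to 22059456. Differences in total count between samples were small. Counting error was small for well expressed genes and large for genes near the lower limit of expression.

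Counts were rounded to whole numbers and fitted in R 4.3.3 with limma 3.58.1 and edgeR 4.0.16. Genes were filtered with filterByExpr by group, which left 17620 genes holding 99.9% of the counts. Library sizes were scaled by TMM (trimmed mean of M values) factors, and voom weights were used in 1 linear model with a mean for each of the 3 groups, without covariates. The contrasts were each siRNA versus NTC, the average of both siRNAs versus NTC, and siCEACAM6#3 versus siCEACAM6#2. A gene was called changed when its Benjamini-Hochberg adjusted p from limma-voom was under 0.05 within the contrast. CPM, the count scaled to library size, used TMM-scaled library sizes, and SD is the standard deviation over the 4 replicates of a group. The targeted gene also had a two-sided exact permutation test on log2 CPM, 4 samples against 4, for which the smallest possible p is 0.0286.

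Before the data were examined, the design, the alternatives, a list of 27 genes, 7 gene sets and the rule for naming genes were fixed. The list held the siRNA target, its family members, genes the study had measured by quantitative PCR, binding partners, kinases, cell cycle inhibitors and a reference gene. Besides the list, genes were named when they were among the 5 higher and 5 lower genes with the largest change past the threshold in the same direction with both siRNAs. The 3 higher and 3 lower genes with the largest difference past the threshold between the siRNAs were also named. Some genes that met these rules or were in the list are not reported here. Both of these rules required a mean CPM of at least 1. Gene sets were tested with camera at an inter-gene correlation of 0.01, with adjustment over the 21 tests of 7 sets in 3 contrasts. Fry and camera with an estimated correlation were run beside it. A set score of a sample is the mean, over the genes of the set, of the log2 CPM after subtraction of each gene's mean over the 12 samples.

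Both comparisons with NTC share the same control samples. The value that sharing alone gives was obtained from 50 simulations of unchanged groups, with counts drawn from the real genes' means and spreads. The simulated sign share of the genes with the smallest p was added after seeing the data. The procedure was tested on simulated data with 200 changed genes per siRNA among 17388 genes, with each gene drawn independently. The changed genes all had a mean CPM of at least 1. The procedure recovered 76% of them for siCEACAM6#2 versus NTC, where 5% of the called genes were false. For siCEACAM6#3 versus NTC it recovered 78%, with 4.88% false. For siCEACAM6#3 versus siCEACAM6#2 it recovered 82.5% of 400 changed genes, with 4.07% false.

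The guide strand of each siRNA was taken as the reverse complement of the target sequence printed in the study's materials. Its seed match is the 7-base site complementary to guide positions 2 to 8. The seed test compared the median log2 fold change of genes with and without the site in the annotated 3' UTR. It used a two-sided permutation test with 1e+05 resamples within 20 bins of UTR length, and was tested on simulated data before use. The seed and figure steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

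Alternatives were the edgeR quasi-likelihood test, DESeq2 1.42.0 with and without independent filtering, DESeq2 size factors, library size only, no filter, a mean CPM filter of 1, and counts not rounded. Others were a replicate block, fits of only the compared groups, sample weights, limma-trend on log2 TPM with pseudocounts of 1 and 0.1, stricter thresholds, and each of the 12 samples left out in turn. A correction that removed GC content and length trends was added after seeing the data. Samples were grouped by their labels, and no sample was left out of the results below unless stated.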

Results

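Gene expression was measured by RNA-seq in 12 samples of SNU308 cells, a human gallbladder cancer line, 3 days after siRNA transfection. There were 4 replicates with a non-targeting control (NTC), 4 with siCEACAM6#2 and 4 with siCEACAM6#3. The total estimated count of the NTC samples was 21945538, 22059456, 21965009 and 21874146. It was 22006902, 21918196, 22029146 and 22011105 in the siCEACAM6#2 samples. The siCEACAM6#3 samples had 22038116, 21799476, 22056127 and 21938341. Between 27918 and 28634 genes had a count in each sample. Mitochondrial genes took 11.8% to 12.9% of the counts in NTC, 12.2% to 13.3% with siCEACAM6#2 and 12.5% to 15.3% with siCEACAM6#3. Of 60617 genes, 17620 passed the expression filter and were tested.

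The first comparison asked whether each siRNA lowered its target. CEACAM6 (ENSG00000086548) lies on chromosome 19 at 41750977 to 41772211 in GRCh38. The target of siCEACAM6#2, CAGCCATGCAATGCCAAATAA, matched positions 41771369 to 41771389. That of siCEACAM6#3, CTCCTAATAGTCATACTAGTA, matched positions 41771611 to 41771631. Both sites lay in the 3' UTR, in exon 6 of 6. In the 4 NTC samples CEACAM6 was at 524, 569, 596 and 619 CPM, a mean of 577 ± 40.6 (SD, n = 4). With siCEACAM6#2 it was at 353, 343, 286 and 329 CPM, a mean of 328 ± 29.6 (SD, n = 4). With siCEACAM6#3 it was at 423, 386, 424 and 438 CPM, a mean of 418 ± 22.1 (SD, n = 4). All 8 knockdown samples lay below the lowest NTC sample.

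The mean CEACAM6 level was 56.7% of NTC with siCEACAM6#2 and 72.5% with siCEACAM6#3. As both sites lie in the 3' UTR, fragments left by cleavage could still be counted, and gene counts do not tell them from whole transcripts. In limma-voom the log2 fold change was -0.82 (SE 0.07) with siCEACAM6#2, with a Benjamini-Hochberg adjusted p of 2.71e-05. With siCEACAM6#3 it was -0.46 (SE 0.07), with a limma-voom Benjamini-Hochberg adjusted p of 0.0151. The two-sided exact permutation test gave p = 0.0286 for each siRNA, the smallest value that 4 samples against 4 allow. The siCEACAM6#2 call held in all 12 fits that each left out 1 sample. The siCEACAM6#3 call was lost in 4 of these fits, namely without NTC replicate 2, 3 or 4 or without siCEACAM6#3 replicate 3. The limma-voom Benjamini-Hochberg adjusted p reached 0.0793 in the last of these, and the log2 fold change stayed between -0.50 and -0.43 over all 12. The level differed between the siRNAs, with a log2 difference of 0.35 for siCEACAM6#3 versus siCEACAM6#2 and a limma-voom Benjamini-Hochberg adjusted p of 0.016. That call was lost without siCEACAM6#2 replicate 3 (0.29 on the log2 scale) or siCEACAM6#3 replicate 3 (0.35), and in 3 of 14 other settings. The plot of CEACAM family expression shows every sample.

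**Figure D1:**
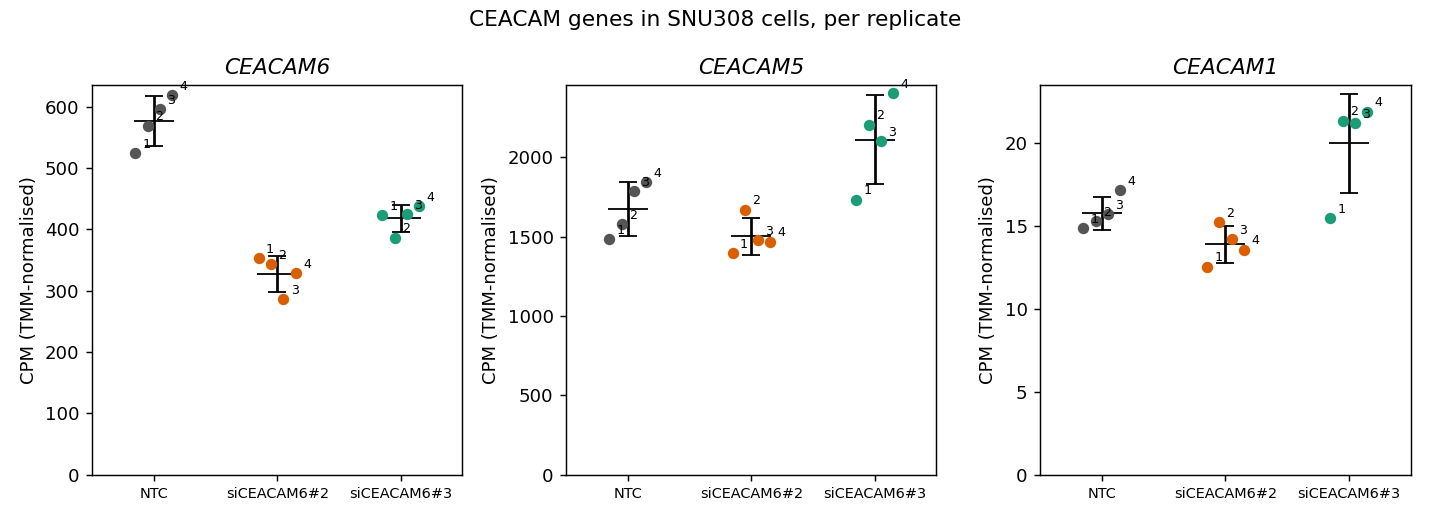
Expression in CPM of CEACAM6, CEACAM5 and CEACAM1 in each of the 12 samples, with the mean and SD of each group (n = 4). The 8 knockdown samples lie between 286 and 438 CPM for CEACAM6, below the lowest NTC sample at 524 CPM.

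The comparison of each siRNA with NTC asked which genes change after CEACAM6 knockdown. With siCEACAM6#2, limma-voom called 221 genes at a Benjamini-Hochberg adjusted p under 0.05, 108 higher and 113 lower. Of these, 11 changed at least 2-fold. With siCEACAM6#3, it called 12 genes, 9 higher and 3 lower, of which 2 changed at least 2-fold. The average of both siRNAs versus NTC gave 40 genes, 24 higher and 16 lower. At an unadjusted p under 0.05 the numbers were 2400, 2199 and 2270. Apart from stricter thresholds and samples left out, the counts were lowest in limma-trend on log2(TPM + 1), with 5 genes with siCEACAM6#2, 4 with siCEACAM6#3 and 2 in the average. They were highest in voom with sample weights, at 1120, 382 and 899. Single samples also moved the counts. The siCEACAM6#2 count was 49 without siCEACAM6#2 replicate 3 and 364 without siCEACAM6#3 replicate 4. The siCEACAM6#3 count was 2 without siCEACAM6#3 replicate 3 and 258 without siCEACAM6#3 replicate 1. The averaged count was 3 without NTC replicate 2 and 204 without siCEACAM6#2 replicate 1.

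Comparing the siRNAs asked which changes both had in common. Both called 5 genes in the same direction, 4 higher and 1 lower. Independent calls would share 0.101 genes, and unchanged groups simulated against the same controls shared 0.02. These simulated groups had on average only 0.12 called genes with siCEACAM6#2 and 0.1 with siCEACAM6#3, so they had almost none to share. Neither value thus shows what the shared controls give at the real numbers of called genes. With 1 sample left out, the shared count of 5 ran from 1, without NTC replicate 2, to 31, without siCEACAM6#3 replicate 1. Sample weights moved it to 132 and both fits of log2 TPM to 1. Of the 221 genes called with siCEACAM6#2, 181 (81.9%) had the same sign with siCEACAM6#3, and 85 differed between the siRNAs. In the simulated unchanged groups, as many genes with the smallest p had the same sign in 92.8% (86.9% to 95.9%), as a result of the shared controls. Over all tested genes, 67.1% had the same sign, against 66.6% in the simulations (65.9% to 67.3%). Across genes, the log2 fold changes of the siRNAs had a Pearson's r of 0.498 and a Spearman's rho of 0.452. Unchanged groups simulated against the same controls gave a mean r of 0.502 (0.469 to 0.540) and a mean rho of 0.454. With different NTC samples for each siRNA the mean r was 0.115 over 6 assignments (0.0854 to 0.139), where simulated unchanged groups gave 0.00144 (-0.0368 to 0.0502). Genes are not independent replicates, so no p is given.

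**Figure D2:**
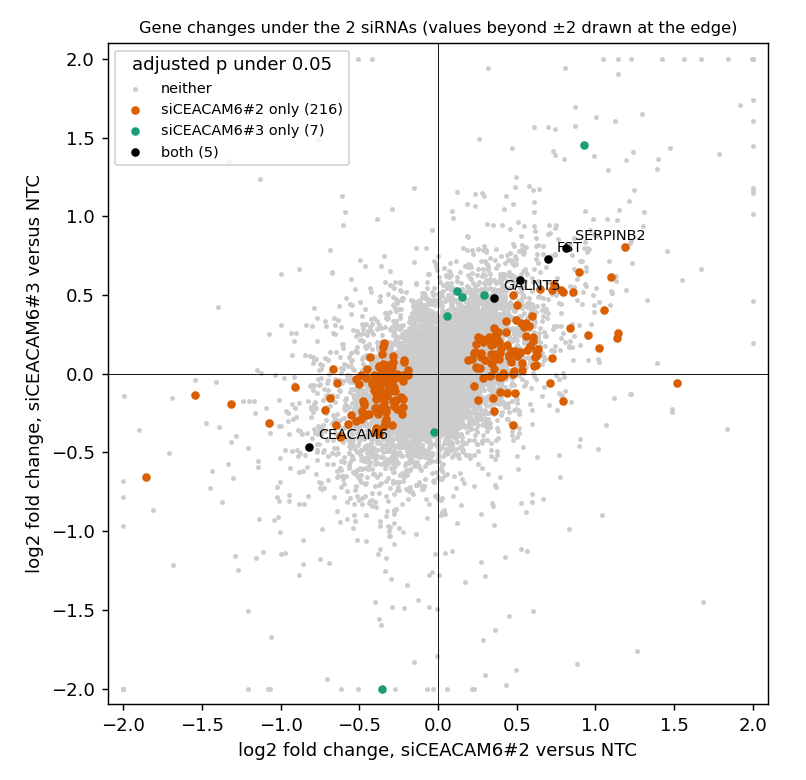
Log2 fold change with siCEACAM6#3 versus NTC against that with siCEACAM6#2 versus NTC, 1 point per tested gene, with the called genes marked and values beyond 2 in size drawn at the edge. Pearson's r across genes was 0.498, and simulated unchanged groups sharing the NTC samples gave a mean of 0.502.

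The genes called in the same direction included CEACAM6, SERPINB2, FST and GALNT5. SERPINB2 (ENSG00000197632, chromosome 18, 63871692 to 63903888) rose from 47.9 ± 10.7 CPM in NTC to 83.4 ± 14 with siCEACAM6#2 and 82.1 ± 6.40 with siCEACAM6#3 (SD, n = 4). Its log2 fold changes were 0.81 and 0.80, with limma-voom Benjamini-Hochberg adjusted p of 0.00827 and 0.0325. FST (ENSG00000134363, chromosome 5, 53480626 to 53487134) rose from 88.6 ± 16.8 CPM to 142 ± 17.8 and 145 ± 8.53 (SD, n = 4). Its log2 fold changes were 0.70 and 0.73 (limma-voom, Benjamini-Hochberg adjusted p 0.00556 and 0.0159). GALNT5 (ENSG00000136542, chromosome 2, 157257705 to 157318491) rose from 57.9 ± 2.21 CPM to 74.3 ± 3.67 and 81.1 ± 4.13 (SD, n = 4). Its log2 fold changes were 0.36 and 0.48 (limma-voom, Benjamini-Hochberg adjusted p 0.005 and 0.00126).

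In the fits that each left out 1 of the 12 samples, both GALNT5 calls held 12 of 12 times. The siCEACAM6#3 call of SERPINB2 held in 8 and was lost without NTC replicate 1 or 2 or siCEACAM6#3 replicate 2 or 3, with log2 fold changes of 0.72, 0.70, 0.79 and 0.78. That of FST held in 9 and was lost without NTC replicate 1 or 2 or siCEACAM6#3 replicate 3, at 0.64, 0.67 and 0.70. The siCEACAM6#2 calls of SERPINB2 and FST held in all 12. In both fits of log2 TPM, none of SERPINB2, FST and GALNT5 was called with either siRNA, and in the 12 other settings all 3 were called with both.

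The direct comparison of siCEACAM6#3 with siCEACAM6#2 asked where the siRNAs differ. It gave 259 called genes in limma-voom, 148 higher and 111 lower with siCEACAM6#3 (112 and 121 with library size only), and 2346 genes at an unadjusted p under 0.05. The count was 83 without siCEACAM6#2 replicate 3 and 651 without siCEACAM6#3 replicate 1. Among genes higher with siCEACAM6#3, PALM3 (ENSG00000187867, chromosome 19, 14053363 to 14062076) differed by 1.41 on the log2 scale (limma-voom, Benjamini-Hochberg adjusted p 0.0246). LOXL4 (ENSG00000138131, chromosome 10, 98247690 to 98268194) differed by 1.34 (limma-voom, Benjamini-Hochberg adjusted p 0.0337). TRIM31 (ENSG00000204616, chromosome 6, 30102897 to 30113090) differed by 1.31 (limma-voom, Benjamini-Hochberg adjusted p 0.0179). Their CPM was 0.568 ± 0.157, 15.3 ± 4.43 and 5.13 ± 1.54 with siCEACAM6#2 and 1.57 ± 0.562, 40.4 ± 16.7 and 13 ± 4.50 with siCEACAM6#3 (SD, n = 4). In NTC it was 1.66 ± 0.208, 18.2 ± 3.44 and 7.94 ± 1.02 (SD, n = 4). In the 12 fits that each left out 1 sample, the calls of PALM3, LOXL4 and TRIM31 held in 7, 3 and 9. In the fits that lost them, the differences were 1.22 to 1.54 for PALM3, siCEACAM6#3 versus siCEACAM6#2, 1.12 to 1.46 for LOXL4, siCEACAM6#3 versus siCEACAM6#2, and 1.11 to 1.33 for TRIM31, siCEACAM6#3 versus siCEACAM6#2. All 3 calls were lost without siCEACAM6#2 replicate 1 or 4 or siCEACAM6#3 replicate 3.

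Among genes lower with siCEACAM6#3, TNFSF18 (ENSG00000120337, chromosome 1, 173039202 to 173050941) differed by -1.58 on the log2 scale (limma-voom, Benjamini-Hochberg adjusted p 0.0349). CXCL2 (ENSG00000081041, chromosome 4, 74097040 to 74099196) differed by -1.40 (limma-voom, Benjamini-Hochberg adjusted p 0.0324). Their CPM was 1.92 ± 0.291 and 1.65 ± 0.6 with siCEACAM6#2 and 0.743 ± 0.426 and 0.597 ± 0.153 with siCEACAM6#3 (SD, n = 4), against 0.666 ± 0.172 and 0.768 ± 0.227 in NTC. Their calls held in 4 and 6 of the 12 fits that each left out 1 sample. Among others, both were lost without siCEACAM6#2 replicate 1, where TNFSF18, siCEACAM6#3 versus siCEACAM6#2, was at -1.47 and CXCL2, siCEACAM6#3 versus siCEACAM6#2, at -1.18. The remaining gene, ENSG00000259948, is a processed pseudogene on chromosome 15 (89201091 to 89201768), which leaves its value uncertain where reads also match its parent gene. It was at 3.08 ± 1.73 CPM in NTC, 3.19 ± 1.30 with siCEACAM6#2 and 0.115 ± 0.2 with siCEACAM6#3 (SD, n = 4). Its fitted log2 difference of -5.59 (limma-voom, Benjamini-Hochberg adjusted p 0.0154) depends on the prior count, since 2 of the siCEACAM6#3 samples were at 0. The call of ENSG00000259948, siCEACAM6#3 versus siCEACAM6#2, was lost without siCEACAM6#3 replicate 2 (-5.12) or replicate 4 (-5.64).

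In the list of 27 genes fixed in advance, 26 were tested, and CEACAM8 had 0 to 2 counts per sample. Over all genes tested, limma-voom called 2 of them with siCEACAM6#2, 1 with siCEACAM6#3, 2 in the average and 5 between the siRNAs. The numbers adjusted over the list alone were 6, 9, 7 and 10. Many genes of the list were measured by the study itself in these or other cells, so the count over the list alone is not independent evidence where that choice rested on these samples. With all samples kept, the highest counts over all genes were 7 with each siRNA and 7 in the average, all with sample weights and for siCEACAM6#3 also with DESeq2. Without siCEACAM6#3 replicate 1, 8 genes of the list were called with siCEACAM6#3, and without NTC replicate 2 none was. CEACAM6 was called in all 4 contrasts.

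The family members CEACAM5 (ENSG00000105388, chromosome 19, 41708585 to 41730433) and CEACAM1 (ENSG00000079385, chromosome 19, 42507304 to 42561234) can share reads with CEACAM6. CEACAM5 was at 1673 ± 169 CPM in NTC, 1503 ± 116 with siCEACAM6#2 and 2111 ± 282 with siCEACAM6#3 (SD, n = 4). Its log2 fold changes versus NTC were -0.15 and 0.33 (limma-voom, Benjamini-Hochberg adjusted p 0.498 and 0.162), and neither was called. CEACAM1 was at 15.7 ± 0.999, 13.9 ± 1.12 and 20 ± 3.01 CPM (SD, n = 4). Its log2 fold changes were -0.18 and 0.33 (limma-voom, Benjamini-Hochberg adjusted p 0.498 and 0.213). Between the siRNAs CEACAM5 differed by 0.48 and CEACAM1 by 0.51 on the log2 scale (limma-voom, Benjamini-Hochberg adjusted p 0.0142 and 0.0236). The CEACAM5 difference was no longer called without siCEACAM6#2 replicate 3 or siCEACAM6#3 replicate 3 (0.48 each). That of CEACAM1 was lost without siCEACAM6#2 replicate 1, 3 or 4 or siCEACAM6#3 replicate 2 or 3, at 0.46 to 0.52. Without siCEACAM6#3 replicate 1 both were called versus NTC with siCEACAM6#3, at log2 fold changes of 0.43 for CEACAM5 and 0.45 for CEACAM1. CEACAM7 was at 0.829 to 1.57 mean CPM in the 3 groups and was called in no contrast.

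The study followed proliferation after knockdown, and its cell cycle genes were in the list. CCNB1 (ENSG00000134057, chromosome 5, 69167135 to 69178245) fell from 70.3 ± 1.34 CPM in NTC to 55.7 ± 6.39 with siCEACAM6#2 and 56.0 ± 4.51 with siCEACAM6#3 (SD, n = 4). Its log2 fold change was -0.34 with siCEACAM6#2 (limma-voom, Benjamini-Hochberg adjusted p 0.0299), -0.33 with siCEACAM6#3 (0.109) and -0.34 in the average (0.0332). The siCEACAM6#2 call was lost in 7 of the 12 fits that each left out 1 sample, namely any NTC sample or siCEACAM6#2 replicate 2, 3 or 4, with log2 fold changes of -0.35 to -0.31. The averaged call was lost in 9 of them, at -0.35 to -0.32, and in the fit that joined both siRNAs into 1 group. In both fits of log2 TPM the siCEACAM6#2 call of CCNB1 was lost, as CEACAM6 was then the only gene of the list called. Without siCEACAM6#3 replicate 1 the siCEACAM6#3 change was called at -0.38. CCNA2 changed by -0.26 and -0.20, PCNA by -0.19 and -0.24, and MCM2 by -0.23 and -0.24 on the log2 scale. None of these was called in limma-voom over all genes with all 12 samples. Without siCEACAM6#2 replicate 1, CCNA2 was called with siCEACAM6#2 at -0.35. CDKN1A, which codes for p21, differed between the siRNAs by -0.43 (limma-voom, Benjamini-Hochberg adjusted p 0.0287), at 0.19 and -0.24 versus NTC. That call was lost without siCEACAM6#2 replicate 1, 2 or 4 or siCEACAM6#3 replicate 2 or 3, at -0.46 to -0.36. CDKN2A changed by 0.09 and -0.13.

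The senescence genes ICAM1 and DLC1 had log2 fold changes of 0.34 and 0.49 with siCEACAM6#2 and of 0.38 and 0.70 with siCEACAM6#3. In the average, DLC1 had a limma-voom Benjamini-Hochberg adjusted p of 0.0596 and ICAM1 one of 0.111. Among the binding partners named by the study, ITGA2 changed by 0.13 and 0.40, ITGB1 by 0.04 and 0.16, and PRKCD by -0.01 and 0.02 on the log2 scale. None of these 5 genes was called over all genes tested with all 12 samples, while DESeq2 and sample weights each called DLC1, ICAM1 and ITGA2 in the average. Without siCEACAM6#3 replicate 1, DLC1 (0.78) and ICAM1 (0.47) were called with siCEACAM6#3, as was ITGA2 (0.45), which was also called without siCEACAM6#3 replicate 4 (0.48). In the average, DLC1 was called in 3 fits that left out 1 sample, ICAM1 in 2 and ITGA2 in 1. Adjusted over the list alone, the limma-voom Benjamini-Hochberg adjusted p was 0.0224, 0.00183 and 0.00204 for DLC1 and 0.0319, 0.00929 and 0.00881 for ICAM1 with siCEACAM6#2, with siCEACAM6#3 and in the average. That of ITGA2 was 0.261, 0.00207 and 0.0128. MMP13 differed between the siRNAs by 0.24 (limma-voom, Benjamini-Hochberg adjusted p 0.0478), and this call held in 2 of the 12 fits that each left out 1 sample. The kinase genes AKT1, AKT2 and MAPK3 had log2 fold changes between -0.06 and 0.06 with both siRNAs. The reference gene SRSF4 changed by -0.03 and 0.07. CEMIP, TMPRSS11E and ARNT2 were not called in any contrast over all genes tested.

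The gene set tests asked whether the processes the study followed moved as groups of genes. From its own RNA-seq of this knockdown, the study had already named cell cycle, senescence, ERK/MAPK signaling and adherens junctions as strongly perturbed. Calls of the sets for these processes are therefore not independent evidence, although the sets were fixed before the data were examined here. Camera at a correlation of 0.01 called 17 of 21 tests. The 54 genes of the G2/M phase set had a median log2 fold change of -0.20 with siCEACAM6#2 and -0.18 with siCEACAM6#3 (camera, Benjamini-Hochberg adjusted p 1.39e-21 and 1.56e-14), with 50 of 54 lower each time. The 43 genes of the S phase set had medians of -0.18 and -0.16 (6.9e-10 and 9.26e-11 in the same test). Senescence-associated secretion genes (26 tested) had medians of 0.17 and 0.12 (6.57e-07 and 0.000558). Interferon response genes (22 tested) had medians of 0.13 and 0.17 (0.0244 and 0.00167). Integrin subunits (19 tested) had a median of 0.07 with siCEACAM6#2 (0.105) and of 0.21 with siCEACAM6#3 (2.97e-05). The adherens junction set (27 tested) had 0.03 (0.241) and 0.07 (0.0234). The MAPK output set (9 tested) had 0.09 (0.0378) and -0.07 (0.98). Differences of sets between the siRNAs were not tested.

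In the average of both siRNAs the G2/M phase set had a median of -0.20 and the S phase set of -0.16 (camera, Benjamini-Hochberg adjusted p 1.08e-22 and 4.77e-13). The senescence-associated secretion set had 0.17 (1.04e-06), the integrin subunits 0.17 (0.000884), the interferon response 0.13 (0.00183), the adherens junction 0.04 (0.046) and the MAPK output set 0.04 (0.196). The alternative that moved the number of called tests most was camera with an estimated correlation, which called 4 of the 21. These were senescence-associated secretion with siCEACAM6#2 and in the average, and interferon response with siCEACAM6#3 and in the average. Under fry, 12 tests were called. Those of G2/M phase, senescence-associated secretion and interferon response held with each siRNA and in the average, as did integrin subunits with siCEACAM6#3 and in the average and MAPK output with siCEACAM6#2. Those of S phase and adherens junction were lost. Of the averaged calls, only that of the adherens junction set was lost when 1 sample was left out, in 6 of 12 fits. Its median was then as low as 0.00688, without NTC replicate 1. Of the siCEACAM6#2 calls, MAPK output was lost in 5 of these fits and interferon response in 2, without NTC replicate 1 (0.10) or 4 (0.11). The call of gene set adherens junction, siCEACAM6#3 versus NTC, was lost in 2, without NTC replicate 1 (median 0.0528, camera, Benjamini-Hochberg adjusted p 0.0571) or siCEACAM6#3 replicate 2 (0.0210, adjusted p 0.152).

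Sample by sample, the G2/M phase score was 0.121 ± 0.0180 in NTC, -0.0834 ± 0.1 with siCEACAM6#2 and -0.0376 ± 0.116 with siCEACAM6#3 (SD, n = 4). All 4 siCEACAM6#2 samples lay below the lowest NTC sample, at 0.104. With siCEACAM6#3, replicate 1 lay at 0.106, within the NTC range, and the 3 others lay between -0.176 and -0.0257. The S phase score was 0.117 ± 0.0496 in NTC, -0.0523 ± 0.165 with siCEACAM6#2 and -0.0649 ± 0.171 with siCEACAM6#3 (SD, n = 4). Replicate 1 of siCEACAM6#2 lay at 0.172, above all NTC samples, and replicate 1 of siCEACAM6#3 at 0.158, within the NTC range. Without siCEACAM6#3 replicate 1, the siCEACAM6#3 median of the S phase set moved to -0.24. Without siCEACAM6#2 replicate 1, the siCEACAM6#2 median of that set moved to -0.23. The senescence-associated secretion score was -0.0964 ± 0.111 in NTC, 0.115 ± 0.0179 with siCEACAM6#2 and -0.0183 ± 0.0479 with siCEACAM6#3 (SD, n = 4). The plot of set scores shows each sample.

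**Figure D3:**
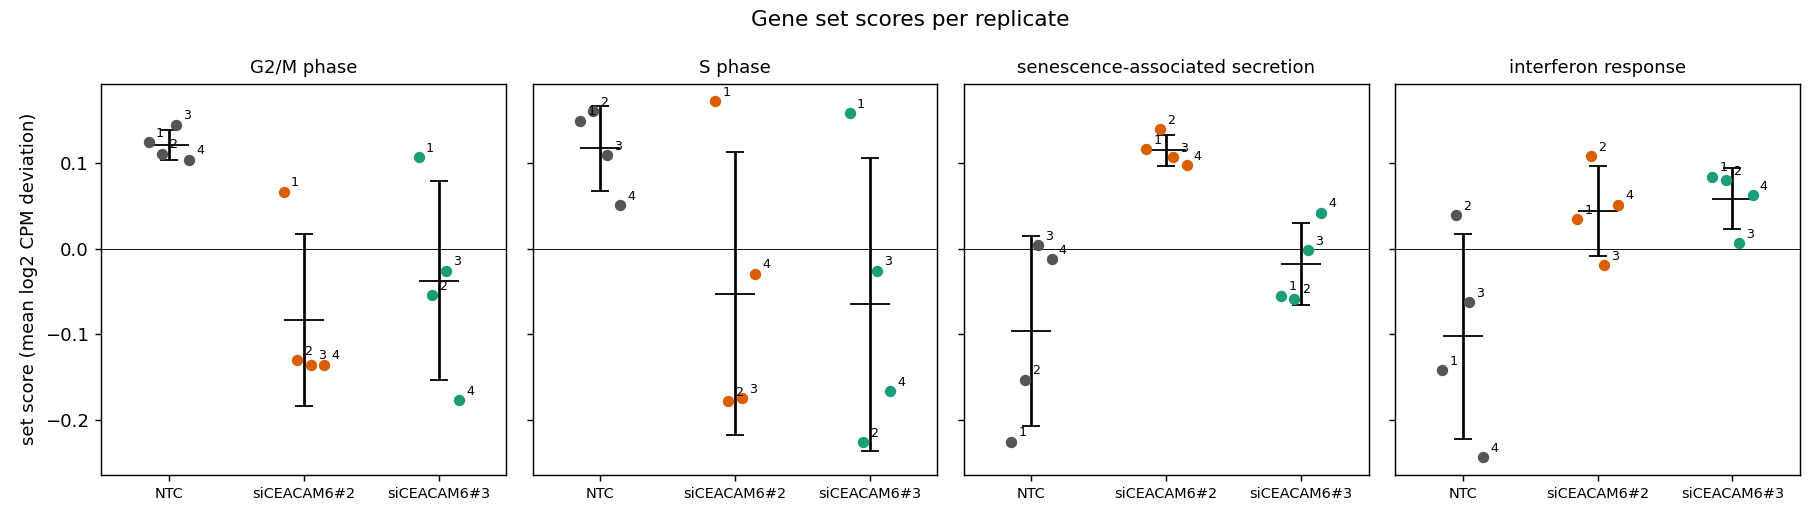
Scores of 4 gene sets (mean log2 CPM deviation) in the 12 samples, 1 numbered point per replicate, with the mean and SD of each group (n = 4). The G2/M phase score was 0.104 to 0.145 in NTC, and replicate 1 of siCEACAM6#2 (0.0667) and of siCEACAM6#3 (0.106) lay above the other 3 replicates of its group.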

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

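The tests of replicate 1, of the genes that differ between the siRNAs, of reads shared with paralogs and the GC content and length setting were chosen only after the results were seen.

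Of 96 groups of 4 samples for single genes, 8 held a sample far from the other 3, and of 27 such groups for set scores and depth, 1 did. Chance alone puts about 1 in 20 groups there. Of these 9 cases, 6 were in replicate 1 of an siRNA. These 6 cases come from the same sample of each siRNA, and CCNA2, CCNB1 and the G2/M phase score all follow the cell cycle. They are thus not independent of each other. With siCEACAM6#2, replicate 1 had CCNA2 at 50.3 CPM (others 38.3 to 40.4), CCNB1 at 65.2 CPM (51.5 to 53.6), TNFSF18 at 2.36 CPM (1.75 to 1.80) and a G2/M phase score of 0.0667 (-0.135 to -0.130). With siCEACAM6#3, replicate 1 had CEACAM1 at 15.5 CPM (others 21.2 to 21.9) and CEMIP at 24.7 CPM (19.1 to 19.2).

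The other 3 cases were in samples with different replicate numbers or groups. ITGB1 in NTC replicate 4 was at 369.5 CPM (others 349 to 351). ARNT2 in siCEACAM6#3 replicate 4 was at 1.97 CPM (2.92 to 3.06). ENSG00000259948 in siCEACAM6#3 replicate 3 was at 0.412 CPM (0 to 0.0468), which is a few counts. No explanation was tested for these 3.

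Replicate 1 of each siRNA lay nearer NTC in the cell cycle sets. A mislabelled NTC sample is argued against by CEACAM6, which was at 423 CPM in the higher of these samples and at 524 CPM in the lowest NTC sample. A weaker knockdown in siCEACAM6#3 replicate 1 is argued against by the same 423 CPM, within the 386 to 438 CPM of the other 3 replicates. In siCEACAM6#2, replicate 1 had the highest CEACAM6 level of its group, 353 CPM, next to 343 CPM. GC content and length trends are argued against as the whole cause, since with them removed the smaller gap between replicate 1 and the others in the G2/M phase score was still 0.140. A batch shared by samples of 1 number cannot be told apart from other causes. The residual correlation of siCEACAM6#2 replicate 1 and siCEACAM6#3 replicate 1 was 0.184, a single pair, and the labels give no batch. Cell density or growth at harvest may differ between replicates, but no measure of it was tested, and no biological explanation within a group was tested.

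Between siCEACAM6#3 and siCEACAM6#2, 11 named genes differed by the direct test in limma-voom. The log2 differences were 0.35 for CEACAM6, 0.48 for CEACAM5, 0.51 for CEACAM1, 0.24 for MMP13 and -0.43 for CDKN1A. They were 1.41 for PALM3, 1.34 for LOXL4, 1.31 for TRIM31, -5.59 for ENSG00000259948, -1.58 for TNFSF18 and -1.40 for CXCL2. With GC content and length trends removed, 11 of the 11 were still past the threshold. A few genes taking more of the counts would move all others alike. With library size only, the median gene differed by -0.0235, while the 11 went both ways by at least 0.217. Neither trends of that kind nor such a shift account for the whole set. In the other processing settings, calls were kept in as few as 9 of 14 (MMP13) and 9 of 13 (TNFSF18 and CXCL2). Only those of CEACAM5 and ENSG00000259948 were kept in all 14. Leaving out 1 sample changed calls in each of the 11, with the call kept in 2 (MMP13) to 10 (CEACAM6, CEACAM5 and ENSG00000259948) of 12 fits. If the weaker knockdown with siCEACAM6#3 were the cause, genes would change in the same direction with both siRNAs, and less with siCEACAM6#3. Samples of siCEACAM6#3 not used to choose the genes would then lie against the direction of the difference. To test this, the 259 genes with the smallest p were chosen with 2 of the siCEACAM6#3 samples, and their change versus NTC was read in the other 2. Over 6 assignments, 50.6% to 75.3% of the genes went in the direction of the difference, where 50% is the value without a change. Weaker knockdown would put these shares below 50%, and none of the 6 was. The lowest, 50.6%, came with replicates 1 and 3 as the choosing samples, close to the value without a change. The shares argue only against unequal knockdown of CEACAM6 as the sole cause for the chosen genes as a set. Each share is a net value, so part of the genes may still follow the knockdown while others outweigh them. The 6 assignments also share samples and the same NTC group, so they are not independent. The difference in CEACAM6, the target of both siRNAs, is itself the unequal knockdown. For any other single gene, unequal knockdown cannot be told apart from effects of each oligonucleotide on other transcripts, because each siRNA is 1 group. Apart from CEACAM6, no gene among the 11 was placed under either.

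CEACAM5 and CEACAM1 were higher with siCEACAM6#3 than with siCEACAM6#2. If CEACAM6 reads counted in its paralogs were the cause, the paralogs would fall with siCEACAM6#2 versus NTC in proportion to CEACAM6. Their differences between the siRNAs would need a fall of 1677 CPM for CEACAM5 and 16.8 CPM for CEACAM1, while the mean fell by 170 CPM (SE 103) and 1.86 CPM (SE 0.751). This argues against shared reads as the whole cause of either difference. An effect of siCEACAM6#2 on CEACAM1 through its seed match, of which the 3' UTR of CEACAM1 holds 1, may add to the difference, but this was not tested for a single gene.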

How the results depend on the processing

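The GC content and length setting was chosen only after the data were seen, and all other settings were planned. No reported value with a call on either side changed its direction under any of them. Among the 40 genes called in the average, 1 had the opposite sign in each TPM fit. The counts of called genes moved most, and the cause was not tested except where stated. Numbers are given in the order siCEACAM6#2, siCEACAM6#3, average, siCEACAM6#3 versus siCEACAM6#2, and genes called the same way with both siRNAs, which were 221, 12, 40, 259 and 5.

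DESeq2 gave 474, 155, 295, 516 and 44 without independent filtering and 534, 221, 337, 556 and 61 with it. Sample weights gave 1120, 382, 899, 560 and 132. Removing GC content and length trends gave 408, 34, 104, 425 and 9. Limma-trend gave 5, 4, 2, 49 and 1 on log2(TPM + 1), and 6, 4, 7, 53 and 1 on log2(TPM + 0.1). By construction, stricter thresholds gave fewer genes, with 11, 2, 2, 19 and 0 at an absolute log2 fold change of at least 1 and 50, 2, 9, 58 and 1 at an adjusted p under 0.01. Fits of only the compared groups moved the siCEACAM6#2 count to 600, the averaged count to 11, the count between siRNAs to 57 and the shared count to 8. In the averaged contrast this setting also joined both siRNAs into 1 group, so their differences entered the spread. Without a filter the siCEACAM6#3 count was 24, and with a mean CPM of at least 1 the averaged count was 72. With library size only, the averaged calls were 23 higher and 30 lower, against 24 and 16 with TMM factors, and those between the siRNAs 112 higher and 121 lower, against 148 and 111. The edgeR quasi-likelihood test, DESeq2 size factors and counts not rounded kept all 5 counts within 1.5 times.

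Across the 12 fits that each left out 1 sample, the counts ran from 49 to 364 with siCEACAM6#2, from 2 to 258 with siCEACAM6#3, from 3 to 204 in the average and from 83 to 651 between the siRNAs. Genes called the same way ran from 1 to 31. The highest counts came without siCEACAM6#3 replicate 4 (364), siCEACAM6#3 replicate 1 (258, 651 and 31) and siCEACAM6#2 replicate 1 (204). The lowest came without siCEACAM6#2 replicate 3 (49 and 83), siCEACAM6#3 replicate 3 (2) and NTC replicate 2 (3 and 1). The CEACAM6 log2 fold change ran from -0.86 to -0.75 with siCEACAM6#2 and from -0.50 to -0.43 with siCEACAM6#3, where the call was lost in 4 fits. The correlation of log2 fold changes ran from 0.416 to 0.550 and was 0.115 with different NTC samples for each siRNA, where the loss of shared controls is the cause by construction.

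In the fixed list, over all genes tested, DESeq2 called 7 genes with siCEACAM6#3 and 5 in the average, with and without independent filtering. Sample weights called 7 with siCEACAM6#2, 7 with siCEACAM6#3 and 7 in the average. With trends in GC content and length removed, 2 were called with siCEACAM6#3. Fits of only the compared groups called 1 in the average and 1 between the siRNAs. Both TPM fits called 1 with siCEACAM6#2, 1 in the average and 1 between the siRNAs, and adjusted over the list alone 3 with siCEACAM6#2 and 3 in the average. With 1 sample left out the list counts ran from 1 to 3, from 0 to 8, from 1 to 4 and from 0 to 7 over all genes. Adjusted over the list alone they ran from 2 to 7, from 7 to 14, from 4 to 8 and from 7 to 12.

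The replicate number was added as a block in 1 alternative. Over 12 pairs of samples with the same number, the residual correlation ran from -0.0543 to 0.184, with a median of 0.00556, and 2 pairs were over 0.1. As most pairs were below that, the samples were not treated as paired, although a batch shared by some of them is not excluded. With the replicate block, 87 genes were called with siCEACAM6#3, 118 in the average and 28 the same way with both siRNAs, and 6 and 4 genes of the list were called with siCEACAM6#3 and in the average. The counts of 284 with siCEACAM6#2 and 349 between the siRNAs were within 1.5 times.

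Of the 21 gene set tests, 17 were called, 11 in each TPM fit, 4 with an estimated correlation, and 13 to 17 with 1 sample left out. For both siRNAs averaged versus NTC, the calls of G2/M phase (median -0.20) and integrin subunits (0.17) were lost with an estimated correlation, and that of S phase (-0.16) with an estimated correlation and with fry. The integrin call was also lost on log2(TPM + 1) (0.0258) and log2(TPM + 0.1) (0.0546), and the call of gene set interferon response, both siRNAs averaged versus NTC, on both (0.0175 and 0.0198). The call of gene set adherens junction, both siRNAs averaged versus NTC, was lost with edgeR (0.0399), library size only (0.0170), a mean CPM of at least 1 (0.0392), sample weights (0.0159), both TPM fits (0.0176 and 0.0178), an estimated correlation and fry (0.0380 each). Its median ran from 0.00688 to 0.0415 with 1 sample left out. Among single set tests of each siRNA, 32 results were weaker and 3 stronger. For CEACAM6 with each siRNA versus NTC, 48 results kept their side of the threshold and 4 were weaker. For the other results of named genes, 3404 kept it, 162 were weaker and 90 stronger. All 6 seed match results under other site lengths or over the whole transcript, 3 per siRNA for its own site, kept their side of the threshold.

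The depth of 21799476 to 22059456 counts per sample limits genes near the filter most. In simulated data the procedure called 89% and 86% of 2-fold changes with siCEACAM6#2 and siCEACAM6#3. Of changes of 0.5 on the log2 scale it called 63% and 70%, so many small changes would be missed at 4 replicates. All changed genes in the simulation had a mean CPM of at least 1, so these shares do not cover genes below that level.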

Other observations

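The splits of samples for the gene sets, the shared count and the correlation, and the ranking of 7-base words and the comparison of lower genes with and without the seed match, were tests chosen only after the results were seen.

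Other splits of the same samples show how often labels at random give results as large. For siCEACAM6#2 versus NTC, 1 of the 35 splits of the 8 samples, the real one, gave as many called genes. The same held for siCEACAM6#3 versus NTC (1 of 35) and for siCEACAM6#3 versus siCEACAM6#2 (1 of 35). For the average, 4 of 100 regroupings of the 12 samples gave at least 40 genes. The 3 others gave 270, 182 and 336, and each set siCEACAM6#2 replicates 2, 3 and 4 apart with 1 other siRNA sample. For genes called the same way, 2 of 100 regroupings, the real one included, gave at least 5. For the correlation of log2 fold changes, 56 of 100 gave an r as large.

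For the gene sets, the number of splits of the 8 samples with a camera p as small was counted out of 35, the real one included. With siCEACAM6#2 it was 1 for senescence-associated secretion, 3 for G2/M phase, 4 for MAPK output, 7 for interferon response, 8 for S phase, 9 for adherens junction and 16 for integrin subunits. With siCEACAM6#3 it was 1 for integrin subunits, 3 for G2/M phase, 3 for interferon response, 4 for senescence-associated secretion, 5 for S phase, 8 for adherens junction and 34 for MAPK output. In the average, out of 100 groupings with the real one included, it was 1 for G2/M phase, 1 for senescence-associated secretion, 2 for interferon response, 7 for integrin subunits, 8 for S phase, 20 for adherens junction and 32 for MAPK output. Camera's small p of the S phase set is thus reached by 8 of 35, 5 of 35 and 8 of 100 groupings, of which 1 each time is the real one. The G2/M phase p is reached by 3 of 35 with each siRNA and in the average by the real grouping alone. These sets vary between samples of 1 group, which a test at a preset correlation leaves out.

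The correlation of the siRNAs' log2 fold changes across genes, 0.498, was no higher than in simulated unchanged groups that shared the NTC samples, with a mean of 0.502. The shared controls are enough to give it. With different NTC samples for each siRNA, the mean of 0.115 lay above the simulated 0.00144 and its highest value of 0.0502. With shared controls, however, regroupings of the real samples reached an r of 0.661, beyond the simulated highest of 0.540. The simulated range may thus be too narrow, and no regroupings were made with different NTC samples. A small part shared by the siRNAs is therefore possible but not shown. Such a part could come from CEACAM6 or from anything else that sets both siRNAs apart from NTC, and the data do not separate these.

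An off-target effect through the seed of the guide strand was tested for each siRNA, with CEACAM6 itself left out. Among 13641 genes with a 3' UTR, 2244 held the 7-base site of siCEACAM6#2, CCAAATA. With siCEACAM6#2, their median log2 fold change differed from that of the other genes by -0.0297 beyond the resampled mean (permutation p 1e-05, the smallest that 1e+05 resamples can give). With siCEACAM6#3, the same genes differed by 0.00425 (permutation p 0.231). For the 8-base site the values were -0.0475 with siCEACAM6#2 (p 1e-05) and 2e-05 with siCEACAM6#3 (p 1). With siCEACAM6#3, genes with the 6-base site differed by 0.0112 (p 1e-05) and those with the 7-base site anywhere in the transcript by 0.00802 (p 0.005), both upward. With siCEACAM6#2 these were -0.0112 and -0.0174 (p 1e-05 each). Shifts of that size thus also arise without the siRNA's own seed, so the 6-base result carries no weight here. Of 107 lower genes with siCEACAM6#2, 53 (49.5%) held the site, against 16.2% of the others (Fisher's exact test, odds ratio 5.08, p 1.94e-15). Fisher's test took no account of UTR length, and both it and the permutation test treated genes as independent. The 16037 words of 7 bases held by at least 100 genes were also ranked. The rank rested on the difference in mean log2 fold change between genes with and without the word, after subtracting UTR length bin means. This difference was scaled by the numbers of genes with and without the word, so it is not a ranking by mean alone. With siCEACAM6#2 the site had rank 1 from the lowest, so no other word common in these UTRs ranked below it. These values suggest that part of the lower genes with siCEACAM6#2 are seed effects of that oligonucleotide.

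The 53 lower genes with the site had a median log2 fold change of -0.34 with siCEACAM6#2 and -0.02 with siCEACAM6#3, and 33 of them differed between the siRNAs. The 54 without it had -0.37 and -0.17, and 16 differed. The medians with siCEACAM6#3 differed by permutation test (p 7e-05). The lower genes without the site therefore lean the same way with siCEACAM6#3 more than those with it, although both share the NTC samples.

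For siCEACAM6#3, 965 genes held the site TACTAGT. With siCEACAM6#3, they differed from the others by -0.0142 beyond the resampled mean (permutation p 0.0027), and with siCEACAM6#2 by 0.00903 in the other direction (permutation p 0.0387). In the same scaled ranking with siCEACAM6#3, the site had rank 119 of 16037 words. For the 8-base site the values were -0.0477 (p 1e-05) and, with siCEACAM6#2, -0.00459 (p 0.606). Genes with the 6-base site differed by -0.00863 (p 0.00127) and, with siCEACAM6#2, by 0.00848 (p 0.00088), and over the whole transcript the values were -0.0111 (p 0.00513) and 0.00794 (p 0.0342). The 8-base shift is consistent with a seed effect that is small per gene, while genes with the shorter sites moved upward with the other siRNA, which leaves their part open. Only 1 gene with a 3' UTR other than CEACAM6 was called lower with siCEACAM6#3 in this test.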
